# Leigh Syndrome in *Drosophila melanogaster*: MORPHOLOGICAL AND BIOCHEMICAL CHARACTERIZATION OF Surf1 POST-TRANSCRIPTIONAL SILENCING*[Fn FN2]

**DOI:** 10.1074/jbc.M114.602938

**Published:** 2014-08-27

**Authors:** Caterina Da-Rè, Sophia von Stockum, Alberto Biscontin, Caterina Millino, Paola Cisotto, Mauro A. Zordan, Massimo Zeviani, Paolo Bernardi, Cristiano De Pittà, Rodolfo Costa

**Keywords:** Cytochrome c, Cytochrome *c* oxidase (Complex IV), *Drosophila*, Mitochondria, Mitochondrial Disease, Mitochondrial Respiratory Chain Complex

## Abstract

Leigh Syndrome (LS) is the most common early-onset, progressive mitochondrial encephalopathy usually leading to early death. The single most prevalent cause of LS is occurrence of mutations in the *SURF1* gene, and LS*^Surf1^* patients show a ubiquitous and specific decrease in the activity of mitochondrial respiratory chain complex IV (cytochrome *c* oxidase, COX). *SURF1* encodes an inner membrane mitochondrial protein involved in COX assembly. We established a *Drosophila melanogaster* model of LS based on the post-transcriptional silencing of *CG9943*, the *Drosophila* homolog of *SURF1*. Knockdown of *Surf1* was induced ubiquitously in larvae and adults, which led to lethality; in the mesodermal derivatives, which led to pupal lethality; or in the central nervous system, which allowed survival. A biochemical characterization was carried out in knockdown individuals, which revealed that larvae unexpectedly displayed defects in all complexes of the mitochondrial respiratory chain and in the F-ATP synthase, while adults had a COX-selective impairment. Silencing of *Surf1* expression in *Drosophila* S2R^+^ cells led to selective loss of COX activity associated with decreased oxygen consumption and respiratory reserve. We conclude that *Surf1* is essential for COX activity and mitochondrial function in *D. melanogaster*, thus providing a new tool that may help clarify the pathogenic mechanisms of LS.

## Introduction

Mitochondrial oxidative phosphorylation (OXPHOS)^3^ is mediated by the concerted activity of the mitochondrial respiratory chain (MRC), which is composed of four respiratory complexes catalyzing electron transport, and of the F-ATP synthase, also called complex V. The subunits of the MRC and of F-ATP synthase are mostly encoded by nuclear DNA (nDNA), but a small subset is specified by mitochondrial DNA (mtDNA) (1). The biogenesis of OXPHOS complexes requires the correct assembly of both mtDNA- and nDNA-encoded subunits. mtDNA-encoded subunits form the hydrophobic core of the complexes, and their cotranslational insertion into the inner mitochondrial membrane is the first event in MRC and F-ATP synthase biogenesis (2). This process is complex and precisely organized, and requires the sequential interaction of many factors (3, 4). Complex I is formed by many subunits and its assembly takes place by their sequential insertion (5–7). Recently the assembly of complex III was proposed to be a sequential process starting from two subcomplexes of cytochrome *b*, Qcr7p and Qcr8p (8). Complex IV (cytochrome *c* oxidase, COX) dimerization is important for its activity, and the assembly of the fully dimeric complex occurs by means of three subcomplexes (9). Once individual complexes are formed, they integrate into “supercomplexes” (10) which enable more efficient electron flow and promote complex stability (11). These large macromolecular assemblies contain combinations of complex I, dimeric complex III, and COX (12, 13). COX is the terminal enzyme of the electron transfer chain, which couples electron transfer to molecular oxygen and proton pumping across the inner membrane (14). Mammalian COX is composed of 14 subunits, only 3 of which (COX1, COX2, and COX3) are encoded by mtDNA and constitute the hydrophobic core of the enzyme (15) that is assembled first, followed by insertion of the 11 nDNA-encoded subunits (9). A number of accessory factors is necessary for the formation of the active holoenzyme (16). Assembly of COX is a multi-step process involving several factors and chaperones, including COX10−11, COX15–20, COX23, SCO1, SCO2, and SURF1 (17). The importance of the correct assembly of the MRC complexes, and specifically of COX, is highlighted by mitochondrial diseases arising because of inadequate assembly/stability (9). Mutations of human *SURF1*, encoding a highly conserved protein located in the inner mitochondrial membrane (18–25), cause COX-defective Leigh syndrome (LS^COX^, OMIM 256000) (26, 27). SURF1 promotes COX biogenesis through association with different protein modules, and its loss of function leads to COX deficiency and reduced expression of the central subunit COX1 (28–30). LS^COX^ is an early-onset syndrome characterized by the accumulation of symmetric necrotizing lesions in subcortical areas of the central nervous system (CNS) that include the brainstem, cerebellum, diencephalon, and corpus striatum (31, 32). This fatal neurological disorder has a relentlessly progressive course, death usually occurring within the first decade of life, although protracted cases are known. Absence of SURF1 in mice caused mild COX deficiency, however, and hardly any clinical or pathological signs (22, 33).

The molecular mechanisms leading to COX deficiency and neurodegeneration in LS^COX^ are still poorly understood, also because of the lack of an adequate animal model of the disease. To shed light on this matter, a *Surf1*-specific knockdown (KD) model in *Drosophila melanogaster* was previously created by transgenic double-stranded RNA interference (34). Here we have explored the biochemical and morphological features of *Surf1*-specific KD in *D. melanogaster*. The GAL4/UAS binary system (35) was exploited to drive post-transcriptional silencing of the *Surf1* (*CG9943*) gene under the control of 3 promoters *i.e. Actin5C*, an early-expressed housekeeping gene; *elav*, an early-expressed neuron-specific gene (36); and *how^24B^,* a gene expressed in all embryonic and larval somatic muscle, which is required during embryogenesis, in the late stages of somatic muscle development, and during metamorphosis for muscle reorganization (37, 38). Our results demonstrate that lack of *Surf1* in *Drosophila* largely phenocopies the human disease, and provides a novel model to address pathogenesis of LS^COX^.

## EXPERIMENTAL PROCEDURES

### 

#### 

##### Fly Stocks and Breeding Conditions

Flies were raised on standard cornmeal medium and were maintained at 23 °C, 70% relative humidity, on a 12 h light: 12 h dark cycle. The *UAS* fly strain used to perform post-transcriptional silencing, carrying single *UAS-Surf1-IR* autosomal insertion, was obtained as previously described (34). The following Gal4 lines, obtained from the Bloomington Stock Center, were used to drive the expression of the *UAS-Surf1-IR* construct: [*y, w; Act-Gal4/TM6B, Tb*], [*elav-C155-Gal4*], [*y, w; Switch-Act-Gal4/TM6B, Tb*], [*y, w; how^24B^Gal4*]. Wild type [*w^1118^*] and [*y, w; UAS-GFP*] strains were used as controls.

##### Egg-to-Adult Viability

For each of the transgenic lines about 300 fertilized eggs were collected on standard yeast-glucose-agar medium in a Petri dish (60 × 15 mm). The fertilized eggs were incubated at 23 °C, and for each experimental condition the number of individuals reaching the 3rd instar larva, pupa, or adult, and the relative percentages were calculated (34).

##### Cell Cultures

The *Drosophila* S2R^+^ cell line is derived from a primary culture of late stage (20–24 h old) *D. melanogaster* embryos (39). It was obtained from *Drosophila* Genomics Resource Center (DGRC). S2R^+^ cells grow at 25 °C without CO_2_ in Schneider's medium (Invitrogen) with 10% heat-inactivated fetal bovine serum (FBS) (Sigma-Aldrich) as a loose, semi-adherent monolayer, showing a doubling time of about 48 h.

##### dsRNA Production and RNAi Procedures

dsRNAi synthesis was performed employing the T7 Megascript kit (Invitrogen) (40, 41). The oligonucleotides primers used to synthesize dsRNA starting from cDNA were *Surf1_*T7 F (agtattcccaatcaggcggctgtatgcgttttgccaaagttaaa) and R (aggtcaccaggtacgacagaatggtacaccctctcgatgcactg). These primers give two complementary 600 bp RNA products that anneal as temperature decreases, forming a final 600 bp dsRNA. About 2 × 10^6^ cells suspended in 1 ml of serum-free medium were mixed with 2 μg/ml dsRNA, plated in a 24-well plate, and incubated at room temperature for 1 h. Subsequently, one volume of complete medium 2× was added, and cells were grown in the presence of dsRNA for 2 days at 25 °C.

##### Primers

All oligonucleotides used in this work were designed using the on-line tool Primer-BLAST (42).

##### Isolation of Mitochondria

Mitochondria were prepared by differential centrifugation from ∼200 flies or larvae. Samples were homogenized with a Dounce glass potter and a loose-fitting glass pestle. A mannitol-sucrose buffer (pH 7.4) in 2% BSA was then added to a final volume of 25 ml. Samples were centrifuged at 1,500 × *g* (Beckman Avanti J-25 Centrifuge, Beckman 2550 rotor) at 4 °C for 6 min. The supernatant was filtered through a fine mesh, and centrifuged at 7,000 × *g* at 4 °C for 6 min. The mitochondrial pellet was resuspended in 20 ml of mannitol-sucrose buffer without BSA, centrifuged again at 7,000 × *g* and finally resuspended in 50 μl of buffer. Protein concentration was measured by the Biuret test. Prior to enzymatic MRC complex activity assays, samples were subjected to 3 freeze-thaw cycles using liquid nitrogen to disrupt the mitochondrial membranes.

##### Enzymatic Analysis

The activities of OXPHOS complexes were measured as described previously (43). Citrate synthase (CS) activity was determined by the reduction of dithio-bis-nitrobenzoic acid (DTNB) followed at 412 nm (extinction coefficient = 21,000 m^−1^/cm^−1^) in a reaction buffer containing 5 μg of mitochondrial proteins, 75 mm Tris-HCl, Triton 0,1%, 0.4 mm acetyl-CoA, 0,1 μm DTNB, and 0.5 mm oxaloacetate (pH 8.0). Complexes I-V activities were normalized to the activity of CS, both measured as nmol min^−1^ mg^−1^ and then expressed as a percentage (44).

##### RNA Isolation and qRT-PCR Experiments

Total RNA was extracted from ∼10 larvae or 2 × 10^6^ cells using Trizol (Invitrogen) and further purified by precipitation with LiCl 8 m. RNA samples were checked for integrity by capillary electrophoresis (RNA 6000Nano LabChip, Agilent Technologies). For each sample, 1 μg of RNA was used for first-strand cDNA synthesis, employing 10 mm deoxynucleotides, 10 μm oligo-dT and SuperScript II (Invitrogen). qRT-PCRs were performed in triplicate in a 7500 Real-Time PCR System (Invitrogen) using SYBER Green chemistry (Promega). The 2^−ΔΔCt^ (RQ, relative quantification) method implemented in the 7500 Real Time PCR System software was used to calculate the relative expression ratio (45). The *Surf1* oligonucleotides used were *Surf1*-RT F (caaatggagtaccgcctggt) and R (gcgagaagagtcctccttgg). *Rp49* was used as endogenous control, and the oligonucleotides employed were *Rp49* F (tcggttacggatcgaacaa) and R (gacaatctccttgcgcttct).

##### Determination of mtDNA Levels

Total DNA from larvae was extracted using phenol/chloroform precipitation. The amount of mtDNA was assessed by the ratio of mtDNA to nDNA copy number determined by quantitative real time amplification of the mitochondrial 16 S gene and the nuclear *Rpl32* gene. Primers used in this work (16 S F and R; *Rpl32* F and R) were those reported previously (46). We generated two gene-specific calibration curves with six 10-fold serial dilutions (100–10,000,000 copies) of plasmids containing the cloned target sequences (Invitrogen). Concentration of plasmid stock solutions was assessed with an ND-1000 spectrophotom- eter (NanoDrop), and the plasmid copy number of dilutions was calculated using Avogadro's number. Reactions were per- formed in triplicate using SYBR Green chemistry according to the manufacturer's recommendations (GoTaq qPCR Master Mix, Promega) in a 7500 Real Time PCR System instrument (Invitrogen). Data were normalized to the ratio of mtDNA/nDNA copy number in controls (arbitrary set to 100%) (47, 48).

##### Whole Mount Larval Body Wall Preparations

Third instar larvae were dissected in Ca^2+^-free hemolymph-like saline-3 buffer (49) and pinned on the silicone-coated surface (Sylgard 184; Dow Corning) of a 35-mm Petri dish using fine insect forceps, scissors, and pins (FST, Germany) (50). Specimens were analyzed with a Leica DMR microscope using 403 DIC optics, and images were taken with a Leica DFC 480 digital camera.

##### Measurements of Oxygen Consumption

Oxygen measurements were made using the XF24 Extracellular Flux Analyzer (Seahorse Bioscience) at 25 °C. S2R^+^ *Drosophila* cells were seeded onto XF-24-well plates at 20,000 cells/well and cultured for 48 h (51). The following day, the culture medium was replaced with serum-free Schneider medium (Invitrogen). Basal oxygen consumption rates, reported in picomoles per minute, were measured before injecting the first drug to be tested. Chemicals were sequentially added in each well as described in the figure legends.

##### Mitochondrial Membrane Potential and Ca^2+^ Fluxes

Mitochondrial membrane potential of isolated wild type or *Surf1* KD adult mitochondria was measured based on the fluorescence quenching of Rhodamine 123 (52) and mitochondrial Ca^2+^ fluxes were measured by Calcium Green-5N (Molecular Probes) fluorescence (52) at 25 °C using a Fluoroskan Ascent FL (Thermo Electron) plate reader (excitation and emission wavelengths of 485 and 538 nm, respectively with a 10-nm bandpass filter) at a mitochondrial concentration of 1 mg × ml^−1^. The incubation medium contained 250 mm Sucrose, 10 mm MOPS-Tris, 5 mm Pi-Tris, 10 μm EGTA, and 0.4 μm Rhodamine 123, or 0.5 μm Calcium-Green 5N, pH 7.4. The membrane potential was generated either through proton pumping by the respiratory chain by supplementing the assay medium with a respiratory substrate (5 mm glutamate plus 2.5 mm malate) or by ATP hydrolysis by supplementing the assay medium with an ATP-regenerating system providing constant [ATP] (4 mm MgCl_2_, 2 mm phosphocreatine, 0.4 mm ATP, and 1.5 units/ml creatine kinase). Further additions were made as indicated in the figure legends.

##### Electron Microscopy

For transmission electron microscopy, 3rd instar larvae were pierced and immediately transferred to ice-cold fixation solution containing 3% paraformaldehyde, 2% glutaraldehyde, 100 mm sucrose, and 2 mm EGTA in 0.1 m sodium phosphate buffer at pH 7.2. Samples were fixed for 6 h and subsequently washed overnight at 4 °C in 0.1 m phosphate buffer, pH 7.2. The next day larvae were treated for 2 h with cold (4 °C) postfixative solution (1% OsO_4_ in 0.1 m sodium cacodylate buffer pH 7.2), rinsed three to four times (5 min each) in 0.1 m sodium phosphate buffer pH 7.2, and then dehydrated through ethanol series and finally by three 15-min washes in propylene oxide. Samples were embedded in Epon resin mixture (14 ml EPOXY, 7 ml DDSA, 9 ml MNA) to which 2% DMP30 solidification accelerator was added. The following gradual embedding procedure was utilized: three 45-min infiltrations in resin:propylene oxide, 1:2, 1:1, and 2:1, respectively; embedding in Epon within plastic capsules; and polymerization at 60 °C for 3 days. Ultrathin (400Å) cross sections of larval body-wall muscle were cut with a diamond knife and stained for 20 min in 2% aqueous uranyl acetate solution, followed by 30 s staining in 5% aqueous lead citrate solution, and finally rinsed in distilled water. Sections were examined and photographed with a Philips 200 electron microscope.

##### DNA Microarray Design

Probes were designed using the Agilent eArray Custom Microarray Design Service, which applies proprietary prediction algorithms to design 60mer oligo-probes. Microarrays were synthesized *in situ* using the Agilent ink-jet technology with 8 × 60 K format. A total of 32,162 probes representing *D. melanogaster* transcripts were successfully obtained. 

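On the arrays analysed here, the 32162 different probes for transcripts filled 61657 of the 62976 spots of each array. Of these probes, 13907 were spotted once per array (1 spot), 8415 had 2 spots, 9640 had 3 and 200 had 10. A further 1011 spots were positive controls and 308 were negative controls. The probes are 60 bases long, and the array's annotation places them on the dm3 build of the genome. Through transcript identifiers and gene symbols, 21058 of the 32162 probes were assigned to 13145 genes. Where the gene table used here held no match, the gene name in the array files was taken if there was one. The other probes were assigned to no gene.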

A custom microarray platform, named “Drosophila 1.0” (eArray Design ID: 035757), showed 30,814 duplicate probes and 1,348 single probes. Each array included default positive (1,011 probes) and negative (308 probes) controls. Probe sequences and other details on the microarray platform can be found in the Gene Expression Omnibus (GEO) database under accession number: GPL18767.

##### Microarray Labeling and Hybridization

Gene expression profiling was carried out on controls and *Surf1 Act-Gal4* KD first instar *Drosophila* larvae using the *Drosophila* 1.0 custom platform (Agilent Technologies). Total RNA was obtained from the whole body of 1st instar larvae for each genotype. Four biological replicates were analyzed for controls and *Surf1* KD samples, respectively for a total of 8 microarray experiments. 800 ng total RNA was labeled with “Agilent One-Color Microarray-Based Gene Expression protocol” according to the manufacturer's instructions. The synthesized cDNA was transcribed into cRNA and labeled with Cy3-dCTP. Labeled cRNA was purified with RNeasy Mini columns (Qiagen). The quality of each cRNA sample was verified by total yield and specificity calculated with NanoDrop ND-1000 spectrophotometer measurements. Labeled cRNA (1.65 μg) was used in each reaction, and hybridization was carried out at 65 °C for 17 h in a hybridization oven rotator (Agilent). The arrays were washed using Agilent Gene expression washing buffers and Stabilization and Drying Solution, as suggested by the supplier. Slides were scanned on an Agilent microarray scanner (model G2565CA), and Agilent Feature Extraction software version 10.5.1.1 was used for image analysis. Gene expression data are available in the GEO database with the accession number GSE58301.

##### Statistical Analysis of Gene Expression Data

Inter-array normalization of expression levels was performed with the quantile method (53) to correct for possible experimental distortions. A normalization function was applied to the expression data of all the experiments and the values of within-arrays replicate spots were then averaged. Feature Extraction Software, which provided spot quality measures, was used to evaluate the quality and reliability of the hybridization. In particular, the flag “glsPosAndSignif” (set to 1 if the spot had an intensity value significantly different from the local background and to 0 when otherwise) was used to filter out unreliable probes: the flag equal to 0 was noted as “not available (NA).” Probes with a high proportion of NA values were removed from the dataset in order to carry out a more solid, unbiased, statistical analysis. 

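The same flag was applied to the spots of the 8 arrays after quantile normalization, and the remaining spots of a probe were averaged. Probes with a missing value on more than 4 of the 8 arrays were left out. This kept 24870 of the 32162 probes, of which 3580 still had a missing value on at least 1 array. In the expression matrix that the authors deposited, 24630 probes have values, and each of them was among those kept here. The median absolute difference between the deposited values and those rebuilt from the spots was 0.0021 on the log2 scale, and the 99th percentile was 0.114. The other 240 probes were not left out here. Of all kept probes, 114 could not be tested because every array of 1 group was missing, which was the Surf1 KD group for 41 of them and the control group for 73.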

50% NA was used as the threshold in the filtering process, and a total of 24,630 *Drosophila* transcripts were obtained. Principal Cluster analysis and profile similarity searches were performed with Multi Experiment Viewer version 4.8.1 (tMev) of the TM4 Microarray Software Suite. The identification of differentially expressed mRNAs was performed with *Li*near *M*odels for *M*icroarray Data *A*nalysis (LIMMA) program with default settings (*p* value <0.05) (54, 55). The normalized expression values of the biological replicates for each genotype were log2 transformed and mediated. Pathway analyses and network visualization of differentially expressed genes was performed using the Graphite web tool that combines topological and multivariate pathway analyses (56).

##### Mifepristone (RU-486)-induced Post-transcriptional Silencing

Crosses were raised at 20 °C on standard sucrose medium. Third instar larvae or freshly enclosed flies were transferred from RU-486-free food to the food containing RU-486 (the *Switch* promoter being activated by the chemical RU-486) and kept at a temperature of 20 °C. To this end, a 10 mm stock solution of RU-486 (mifepristone, Sigma) in ethanol 80% was added during the preparation of fly medium to a final concentration of 15 μg/ml. A total number of 150 *Surf1 Switch-Act5C-Gal4 KD* flies and the same number of control flies were starved and then placed in groups of 10 into RU-486-containing food.

## RESULTS

The *Actin5C-Gal4* driver was used for early, ubiquitous expression of dsRNAi-mediated KD. Starting from individuals bearing the *UAS-Surf1-IR* construct we also introduced a *UAS-GFP* transgene to allow identification of KD larvae based on their green fluorescence. *Surf1* ubiquitous post-transcriptional silencing produced 100% egg-to adult lethality with death occurring at the larval stage. The *Surf1 Act-Gal4* KD 3rd instar larvae were smaller (Fig. 1*A*), yet they did possess mouth hooks (the distinctive character of the 3rd larval instar) indicating that their smaller size was not due to a developmental delay, as already reported (34). We next tested activity of the MRC individual complexes, to assess for the occurrence of biochemical defects, which have been reported in patients and in the mouse model (24, 57, 58). *Surf1 Act-Gal4 KD* larvae showed a marked decrease in activity of all respiratory complexes and of complex V rather than the expected selective decrease of COX (Fig. 1*B*). Also muscle-specific KD of *Surf1* resulted in pupal lethality, albeit development progressed to slightly later stages (Fig. 2). When *Surf1* was post-transcriptionally silenced in all mesodermal derivatives from early embryonic stages to pupal metamorphosis (PM) by the *how^24B^Gal4* driver, KD individuals did not develop to adulthood, and they died during the early stages of PM or at slightly earlier stages, failing to progress beyond the pupal stage (Fig. 2*A*). Dissection of the pupae revealed that death occurred at early imago stages, when adult cuticular structures had only just everted. Apolysis (separation of the cuticula from the underlying epidermal cells) (59) did not occur correctly, and larval cuticular structures, such as mouth hooks (Fig. 2*B*, *red arrowhead*), were maintained in the pupa; gas bubble that forms in the abdomen (59) was not displaced toward the anterior region of the puparium (Fig. 2*B*, *green arrowhead*), and the head did not evert (Fig. 2*B*). As clearly visible in the fluorescence microscope images of 6-day-old pupae, adult muscle did not develop in the *Surf1 how^24B^Gal4* KD pupae (Fig. 2*B*). Indeed, *Surf1 how^24B^Gal4* KD pupae displayed a GFP-negative region approximately at the center of the developing insect body, suggesting that muscle tissue was not present there (Fig. 2*B*; compare with the appearance of control pupae). In order to establish the time point at which the void region began to appear, we monitored pupal development in *Surf1 how^24B^Gal4* KD from the beginning of PM. The “holes” appeared ∼3–4 h from the beginning of PM, and they continued to expand in the following 4 h (Fig. 2*C*).

**FIGURE 1.**
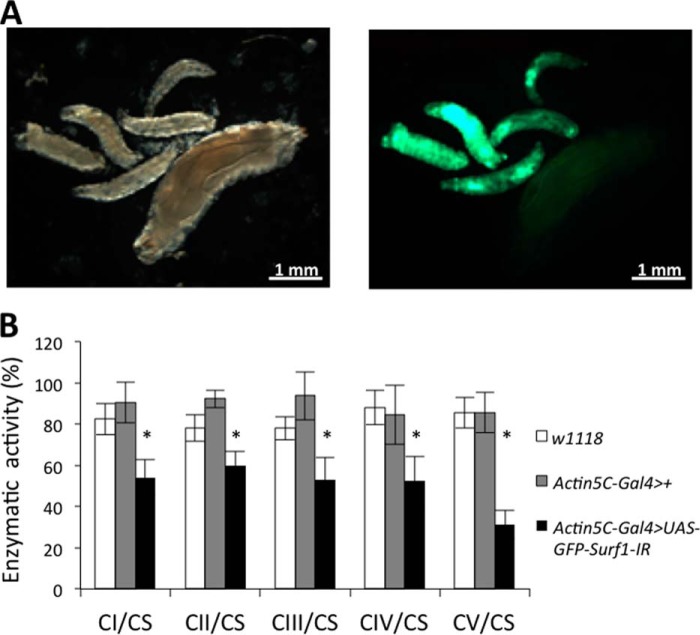
**Developmental and biochemical effects following *Surf1* ubiquitous KD.** *A*, *Surf1* KD larvae (GFP positive) were considerably smaller in comparison with control larvae (GFP negative). *B*, enzymatic activities of MRC complexes (I-IV) and F-ATP synthase (complex V) were measured in *w^1118^* (*open column*), *Actin5C-Gal4*>+ (*gray column*), and *Actin5C-Gal4*>*UAS-GFP-Surf1-IR* (*closed column*) 3rd instar larvae. Complexes I-V activities were normalized to the activity of CS. For each genotype, three replicate mitochondrial preparations were analyzed; for each, enzymatic activities from at least ten replicate reactions were performed. Data plotted are mean ± S.D. (Student's *t* test, *, *p* < 0.005).

**FIGURE 2.**
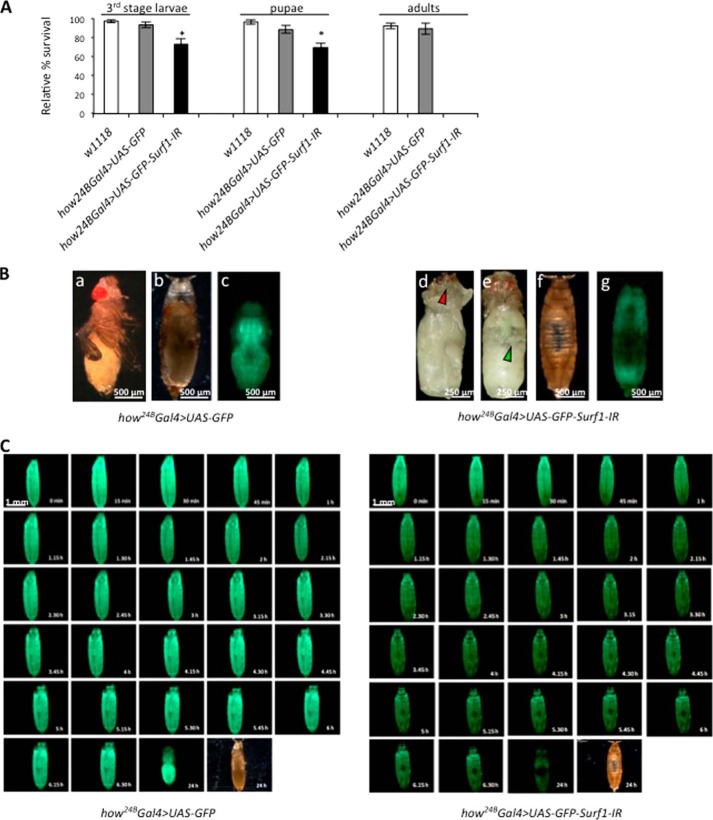
**Activation of *Surf1* post-transcriptional silencing in the mesodermal derivatives.** All experiments were carried out in *w^1118^* (*open column*) as well as in specific controls *how^24B^ Gal4>UAS-GFP* (*gray column*) and in *how^24B^ Gal4>UAS-GFP-Surf1-IR* (*closed column*) KD individuals. *A*, relative percentage of egg to adult viability calculated at three developmental stages (*i.e.* 3rd instar larvae, pupae and adults). Data plotted are mean ± S.D. (Student's *t* test, *, *p* < 0.005). *B*, images refer to 6-day-old control pupae (*panels a–c*) and *Surf1 how^24B^Gal4* KD pupae (*panels d–g*) represented without puparium (*panels a*, *d*, *e*) (*arrows* mark structure abnormalities), with puparium (*panels b*, *c*, *f*, *g*) and by fluorescence microscopy (*panels c* and *g*). *C*, monitoring of specific control and KD pupae development starting from the beginning of pupal metamorphosis (*PM*) by fluorescence microscopy.

We also checked the state of the muscle (the main mesodermal derivative tissue undergoing *Surf1* post-transcriptional silencing) by examining body-wall preparations of both specific controls and *Surf1 how^24B^Gal4* KD larvae. KD larvae showed impaired muscle development (Fig. 3*A*, *red arrowheads*) and also missed a specific longitudinal fiber in the abdominal segment 4 (Fig. 3*A*, *yellow stars*). Defects in muscle mitochondria of *Surf1 how^24B^Gal4* KD larvae were also documented by electron microscopy, which revealed enlarged and rounded organelles, often with a disorganized or disrupted internal structure (Fig. 3*B*, *red arrows*). In addition, muscle fibers showed vacuolizations (Fig. 3*B*). Finally, confocal microscope analysis of larval body-wall preparations revealed that *Surf1 how^24B^Gal4* KD muscle fibers have profound alterations in the morphology of the nuclei, which presented a peculiar shape reminiscent of a coffee bean (Fig. 3*C*).

**FIGURE 3.**
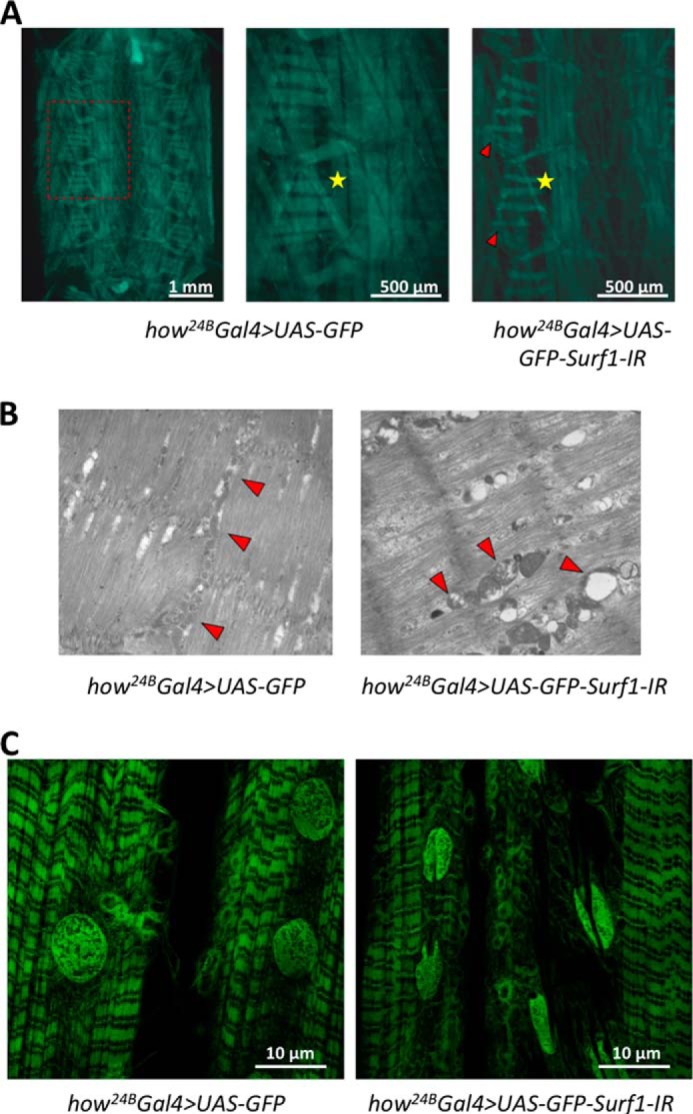
**Muscle examination of *Surf1 how^24B^ Gal4* KD larvae.** Characterization was carried out on control (*how^24B^ Gal4>UAS-GFP*) and KD (*how^24B^ Gal4>UAS-GFP-Surf1-IR*) larvae. *A*, body-wall preparation of control and KD larvae; the *red arrows* indicate impaired muscle, and the *yellow stars* mark the position in which all KD individuals miss a specific longitudinal fiber in the abdominal segment 4. *B*, cross-sectional ultrastructure of larval muscle, illustrating the distribution and morphology of mitochondria, obtained by electromicroscopy of 3rd instar larval body-wall sections. *C*, confocal microscope images showing larval muscular fibers of control and KD larvae.

Analysis of *Surf1 how^24B^Gal4* KD larvae mitochondria demonstrated a markedly reduced activity in all MRC complexes and the F-ATP synthase (Fig. 4*A*). We also measured the mtDNA copy number in KD individuals and we observed that *Surf1 how^24B^Gal4* KD larvae had levels of mtDNA close to controls (Fig. 4*B*). Thus, the biochemical defect is not caused by decreased mtDNA copy number.

**FIGURE 4.**
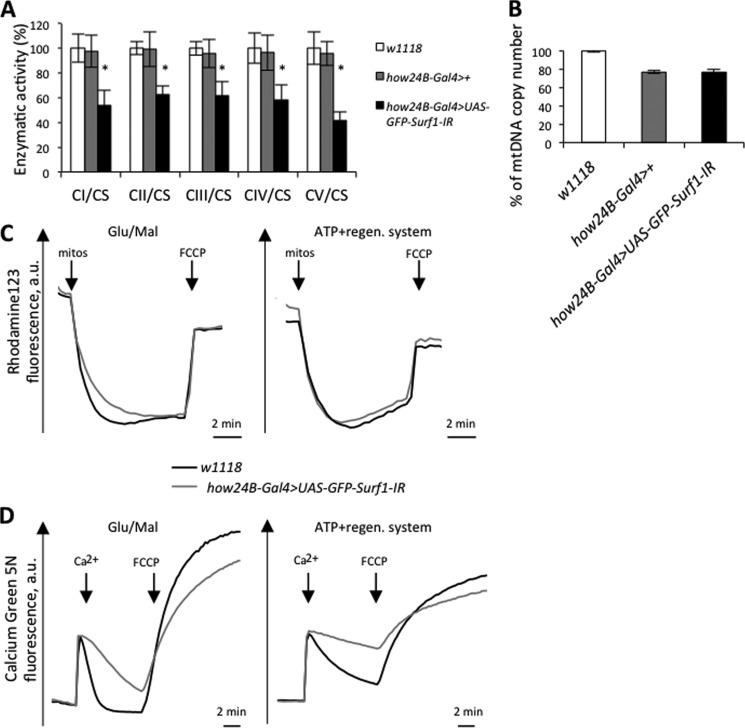
**Bioenergetic properties in *Surf1 how^24B^Gal4* KD larvae and wild type larvae mitochondria.** *A*, enzymatic activities of MRC complexes (I-IV) and F-ATP synthase (complex V). Complexes I-V activities were normalized to the activity of CS. For each genotype, three replicate mitochondrial preparations were analyzed; for each, enzymatic activities from at least ten replicate reactions were performed. *B*, mtDNA content was measured by quantitative real time-PCR. Data are ratios of mtDNA to genomic DNA relative to the control ratio in *w^1118^* larvae. *C*, measurement of mitochondrial membrane potential based on fluorescent quenching of Rhodamine123. Mitochondria were isolated as described under “Experimental Procedures” and added (*first arrow*) to the assay medium containing 250 mm sucrose, 10 mm MOPS-Tris, 5 mm Pi-Tris, 10 μm EGTA, 0.4 μm Rhodamine123, and 5 mm glutamate-Tris plus 2.5 mm malate-Tris (*left panel*), or 4 mm MgCl_2_, 2 mm phosphocreatine, 0.4 mm ATP, and 1.5 units/ml creatine kinase (*right panel*), pH 7.4. One micromolar FCCP was added as indicated (*arrows*). *D*, mitochondrial Ca^2+^ uptake assay. Mitochondria isolated from *Surf1 how^24B^Gal4* KD and wild type larvae were incubated in the assay media described in *B*, except that Rhodamine123 was substituted with 0.5 μm Calcium Green 5N. Where indicated 15 μm Ca^2+^ or 1 μm FCCP were added. All traces are representative of three independent experiments for both genotypes. *a.u*., arbitrary units.

The membrane potential of mitochondria was measured based on the uptake of Rhodamine123, a cationic fluorescent probe that is accumulated by energized mitochondria and undergoes fluorescence quenching, which is reverted by depolarization with the uncoupler carbonylcyanide-*p*-trifluoromethoxy phenylhydrazone (FCCP). It can be seen that the resting potential (*i.e.* the level of fluorescence quenching) was the same for mitochondria of both genotypes irrespective of whether they were energized with glutamate/malate or with ATP (Fig. 4*C*); yet, when Ca^2+^ fluxes were measured with the impermeant Ca^2+^-sensitive probe Calcium Green 5N (whose fluorescence increases when Ca^2+^ is present) a clear decrease in the rate of Ca^2+^ uptake was observed in *Surf1 how^24B^Gal4* KD mitochondria (Fig. 4*D*), consistent with decreased maximal activity of both the MRC and complex V. To bypass larval lethality caused by the ubiquitous and muscle-selective KD of *Surf1*, we restricted the expression of the dsRNAi to the CNS by using a pan-neuronal *elav-GAL4* driver (34, 36). The *elav-GAL4* driver induces dsRNAi in the developing central and peripheral nervous systems, and in the eye and antenna disc from early embryogenesis throughout larval development (36). We have already demonstrated that *Surf1 elav-Gal4* KD dsRNAi had no effects on egg-to-adult transition (34) allowing assays to be carried out in mitochondria prepared from heads of wild type (*w^1118^*), control (*elav-Gal4*>+) and *Surf1 elav-Gal4* KD adults. We found that COX activity was greatly reduced in heads of *Surf1 elav-Gal4* KD flies, whereas other MRC complexes and the F-ATP synthase were not affected (Fig. 5).

**FIGURE 5.**
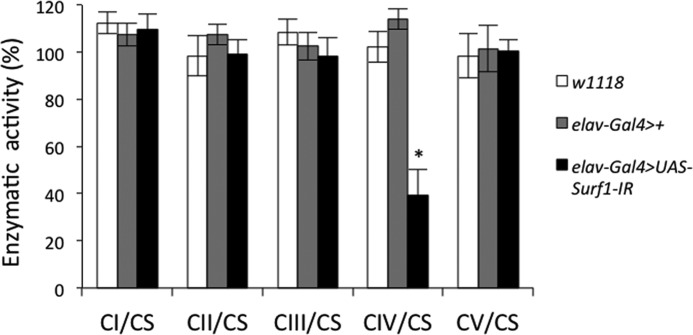
**Biochemical effects of *Surf1* central nervous system-wide silencing.** Enzymatic activities of MRC complexes (I-IV) and F-ATP synthase (complex V) carried out in *w^1118^* (*open column*) as well as in specific controls *elav-Gal4*>+ (*gray column*) and in KD *elav-Gal4*>*UAS-Surf1-IR* (*closed column*) individuals. Complexes I-V activities were normalized to the activity of CS. Mitochondria were prepared from the heads of individuals of each genotype, and enzymatic activities determined from at least ten replicate reactions for each. Data plotted are mean ± S.D. from three preparations (Student's test, *, *p* < 0.005).

We next used the RU-486 sensitive-ubiquitous driver (*Switch-Act5C-Gal4*) to trigger *Surf1* post-transcriptional silencing at different developmental stages by switching flies to RU-486 containing medium. Food supplementation with RU-486 led to 100% lethality of adult *Surf1 Switch-Act5C-Gal4* KD flies within 48 h, whereas all controls survived (Fig. 6*A*). While complex I, II, III, and F-ATP synthase activities did not significantly change, *Surf1 Switch-Act5C-Gal4* KD individuals showed 60% reduction in COX activity (Fig. 6*B*). Next, we triggered *Surf1* silencing in 3rd instar larvae. *Surf1 Switch-Act5C-Gal4* KD larvae reached the pupal stage but failed to develop into adults (Fig. 6*C*). The pupal phenotype of *Surf1 Switch-Act5C-Gal4* KD individuals (Fig. 6*D*) was very similar to that observed after activation of RNAi in the mesodermal derivatives (Fig. 2*B*).

**FIGURE 6.**
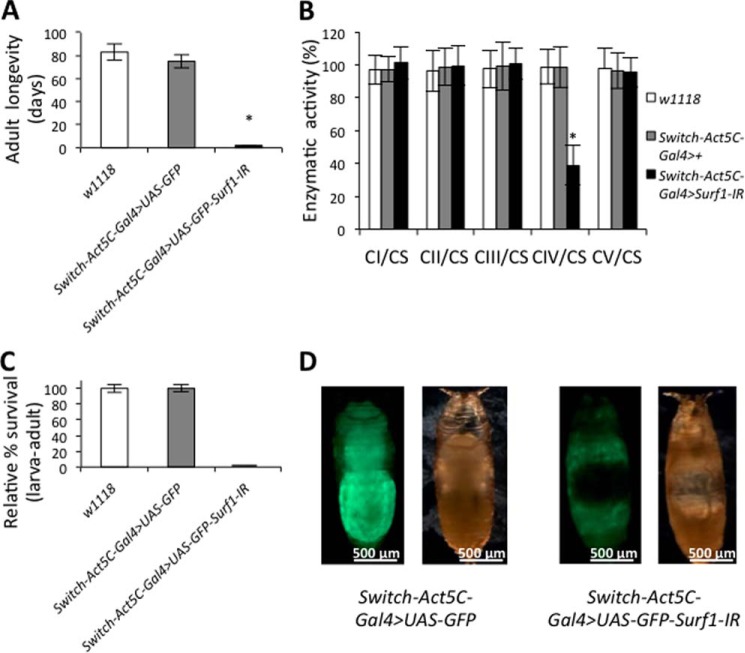
**Ubiquitous *Surf1* knockdown induced after exposure to RU-486.** All experiments were carried out on *w^1118^* (*open column*), *Switch-Act5C-Gal4*>+ (*gray column*), and *Switch-Act5C-Gal4*>*UAS-GFP-Surf1-IR* (*closed column*) larvae. *A*, longevity of adult flies, expressed as days of survival. *B*, MRC complexes (I-IV) and F-ATP synthase (complex V). Complexes I-V activities, normalized to the activity of CS. For each genotype, three replicate mitochondrial preparations were analyzed; for each, enzymatic activities from at least ten replicate reactions were performed. *C*, relative percentage of larva-adult viability. *D*, images refer to 6 days old specific control (*left panel*) and S*urf1* S*witch-Act5C-Gal4* KD pupae (*right panel*), respectively in bright field and fluorescence microscopy. Data plotted are means ± S.D. (Student's test, *, *p* < 0.005).

Next, we down-regulated the expression of endogenous *Surf1* in S2R^+^ cells and tested the effects on OXPHOS complex activities. In cells incubated for 96 h with dsRNA, real time RT-PCR analysis showed that mRNA was decreased by 70% (Fig. 7*A*). If SURF1 has a role in COX assembly, its down-regulation should affect COX activity. To test this prediction, we assessed the complexes I-V activities of control and silenced S2R^+^ cells and we observed impairment of COX but not of other MRC complexes or F-ATP synthase (Fig. 7*B*). Measurement of oxygen consumption rates of S2R^+^ cells silenced for *Surf1* revealed that both basal (oligomycin-sensitive) and maximal (FCCP-stimulated) rates of oxygen consumption were dramatically decreased in cells silenced for 96 h, indicating that the COX defect slows down respiration *in situ* (Fig. 7*C*).

**FIGURE 7.**
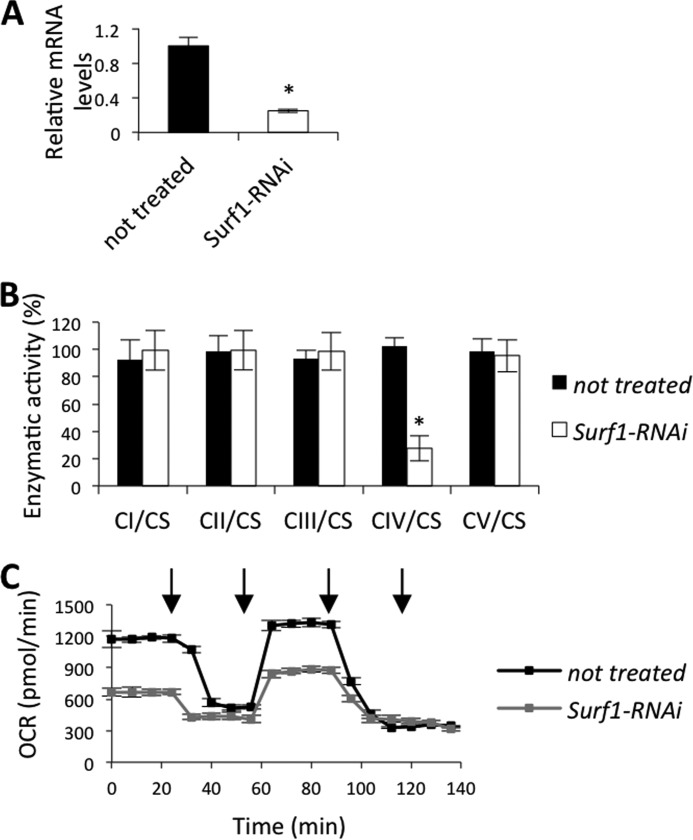
***Surf1* post-transcriptional silencing in S_2_R^+^ cells.** *A*, *Surf1* mRNA levels, expressed as relative quantity of template in the sample, were determined by qRT-PCR in untreated cells (*closed column*), and cells silenced for the *Surf1* expression (*open column*). *B*, MRC complexes (I-IV) and F-ATP synthase (complex V) were measured in untreated (*closed bars*) and silenced (*open bars*) cells. Complexes I-IV activities, normalized to the activity of CS. For each genotype, three replicate mitochondrial preparations were analyzed; for each, enzymatic activities from at least ten replicate reactions were performed. *C*, respiratory profile of control (*black symbols*) and *Surf1*-silenced (*gray symbols*) S2R^+^ cells. Five micromolar oligomycin, 1 μm FCCP, 5 μm rotenone, and 5 μm antimycin A were added at the times marked by *arrows*. Data plotted are mean ± S.D. (Student's test, *, *p* < 0.005).

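The microarray experiment compared whole-body RNA of 4 control and 4 Surf1 Act-Gal4 KD samples, with 1 array per sample. The paper and the sample labels give them as 1st instar larvae. In Surf1 Act-Gal4 KD larvae, the Actin5C-Gal4 driver expresses an inverted-repeat RNA against Surf1 throughout the body. The sample labels give the control genotype as wt1118 and name no driver or transgene for it, so that effects of the driver, the transgenes and the strain background cannot be told apart from those of the Surf1 knockdown. A difference in larval stage between the groups cannot be told apart from it either. Lsp2, a gene of third-instar larvae, had a log2 signal of 15.41 to 16.05 on the control arrays and 2.91 to 5.13 on the Surf1 KD arrays. Each sample was labeled with a single dye (Cy3), so that every spot gives an intensity for 1 sample rather than a ratio. The authors deposited the scanner output of each array, extracted with the Agilent software, and a matrix of normalized values. The values used here are the background-corrected intensities of the spots, quantile-normalized between the 8 arrays, filtered by the software's flag for signal above the local background, averaged over the spots of a probe and taken to log2. The paper's text does not name the intensity column that was normalized. Before normalization, the median background-corrected intensity lay between 105 and 218 (median 144) on the control arrays and between 136 and 167 (median 153) on the Surf1 KD arrays. Between 75.1 and 79.5% of the spots of an array were positive and above the local background, and between 62.5 and 67.3% were well above it. No spot was saturated. Across the 21290 probes measured on all arrays, the correlation between arrays was 0.937 to 0.982 within the control group, 0.942 to 0.987 within the Surf1 KD group and 0.916 to 0.973 between the groups (Pearson, across probes, which are not independent replicates). All 8 arrays lay on 1 slide, the control arrays in row 1 and the Surf1 KD arrays in row 2, so that slide row and genotype cannot be told apart. Differences were tested per probe with limma (lmFit and eBayes, default settings) on the log2 values, with Benjamini-Hochberg adjustment, and 4 arrays per group limit the precision. The normalization, the background correction, the filter on dim probes and the scale of the fit are the choices that could change the numbers.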

Finally, to define the gene expression pattern specifically associated with the *Surf1* KD we performed protein-coding microarray analyses (*Drosophila* 1.0 custom platform, Agilent Technologies) on high quality RNA from *Surf1 Act-Gal4* KD individuals. 

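Surf1 (CG9943) itself is represented by 2 probes on the arrays, both designed on transcript FBtr0076897 on chromosome 3L. The probe A_09_P125865, at positions 6952606 to 6952665 of dm3, had a normalized log2 signal of 11.48 ± 0.11 (SD, n = 4 arrays) in controls and 8.88 ± 0.63 (SD, n = 4) in Surf1 KD larvae. Its log2 fold change was -2.60 (standard error 0.29, adjusted p = 0.00249 from limma), a 6.05-fold decrease. For A_09_P066441, whose ends lie at positions 6952146 and 6952261, the signal was 9.63 ± 0.13 in controls and 7.58 ± 0.25 in Surf1 KD larvae (SD, n = 4 each). This probe had a log2 fold change of -2.05 (standard error 0.15, adjusted p = 0.000687 from limma), a 4.14-fold decrease. With either probe, all 4 Surf1 KD arrays were below all 4 control arrays (exact permutation test, two-sided p = 0.0286, the smallest p that 4 arrays against 4 allow). The mean of both probes gave a log2 fold change of -2.32, and with each array left out in turn it stayed between -2.48 and -2.16.

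**Figure D1:**
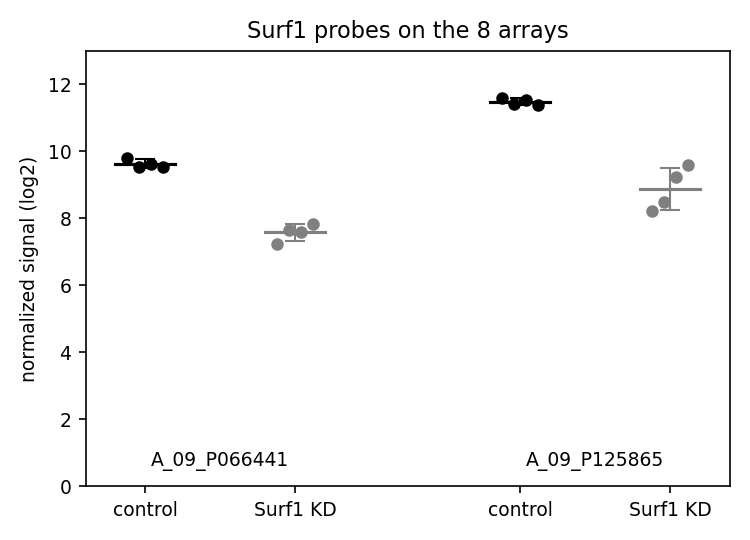
Normalized log2 signal (vertical axis) of the 2 Surf1 probes on the 4 control arrays (black) and the 4 Surf1 KD arrays (gray). Each point is an array, the thick line is the mean and the bars are the SD. For A_09_P125865 the Surf1 KD arrays lie between 8.23 and 9.58 and the control arrays between 11.38 and 11.59.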

We analyzed 1st instar larvae in order to identify gene pathway(s) that are altered as an early consequence of the *Surf1* silencing, and may be rescued in later larvae stages. Using LIMMA two class analysis we identified 5,020 differentially expressed genes (adjusted *p* value <0.05), 1,974 of which were up-regulated (39%) and 3,046 down-regulated (61%) in *Surf1 Act-Gal4* KD (supplemental Table S1). 

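In the limma fit on log2 values, 5891 of the 24756 tested probes passed an adjusted p of 0.05. Of these, 2774 (47.1%) were up-regulated and 3117 (52.9%) were down-regulated in Surf1 KD larvae. The differentially expressed probes belonged to 3636 genes, of which 1598 had up-regulated probes only, 2009 had down-regulated probes only and 29 had both, and 1148 of the probes matched no gene. The absolute log2 fold change was below 1 for 3400 of them and 1 or more for 2491, with a median of 0.89. For 5387 of the 5891 probes (91.4%), the 4 arrays of 1 group did not overlap the 4 of the other. Among probes measured on all 8 arrays this share was 33.4%, where chance gives 2.86%. The threshold moved the count most, to 1700 probes at an adjusted p of 0.01. Leaving out 1 array gave between 3163 probes (without control replicate 3) and 7036 (without Surf1 KD replicate 4).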

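The largest increases among probes well above background on every array, with no overlap between the groups, were in Dpt, Drs, DptB, CG10332 and CecA1. Dpt, which encodes the antimicrobial peptide diptericin, had a log2 signal of 6.41 ± 1.57 (SD, n = 4) in controls and 14.82 ± 0.33 (SD, n = 4) in Surf1 KD larvae. Its log2 fold change was 8.41 (standard error 0.71, adjusted p = 0.00103 from limma). Drs rose by 7.18 on the log2 scale (standard error 0.82, adjusted p = 0.00252), DptB by 6.69, CG10332 by 6.42 and CecA1 by 5.91, while a second, dim probe of CecA1, measured on 2 control and 3 Surf1 KD arrays, gave 0.66. Under the same limits, the largest decreases were in Lsp1beta, Lsp1gamma, Obp99b, Cpr78E and CG3597. Lsp1beta, which encodes a larval serum protein, had a log2 signal of 15.65 ± 0.16 (SD, n = 4) in controls and 7.42 ± 1.66 (SD, n = 4) in Surf1 KD larvae, a log2 fold change of -8.22 (standard error 0.74, adjusted p = 0.00118 from limma). Lsp1gamma had -7.16, Obp99b -6.41 and CG3597 -4.59. Lsp1beta and Lsp1gamma belong to the genes of third-instar larvae described with the additional observations. A difference in larval stage between the groups was not excluded as the source of their decrease. Cpr78E had -5.37 with a control SD of 3.26 (n = 4), its adjusted p of 0.034 rose to as much as 0.0867 with 1 array left out or under another setting, and its other, dimmer probe did not pass (adjusted p = 0.996 from limma). Of the marker genes, w had no control array with a signal above the local background for either of its probes. On the 4 Surf1 KD arrays the brighter w probe had a log2 signal of 6.65 ± 0.28 (SD, n = 4), at least 10.2-fold over the controls. Act5C (log2 fold change 0.16, adjusted p = 0.255 from limma) and RpL32 (0.09, adjusted p = 0.491 from limma, marginally below 0 under scaling to the 75th percentile) were not differentially expressed, although the 4 arrays of a group did not overlap the 4 of the other for either gene.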

The Graphite web tool was used to identify functional categories occurring in the *Surf1 Act-Gal4* KD 1st instar larvae expression signature more frequently than expected by chance. The hypergeometric test (q-value<0.05) was used to rank biological significance of deregulated genes obtained with Reactome database. 

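The Reactome gene sets were not used here, and 17 lists of genes compiled by hand stood in for them. The lists were fixed before the arrays were examined but after Table S1 had been read. For each list and direction, the genes with a differentially expressed probe in that direction and none in the other were set against all 12280 genes with a tested probe (one-sided hypergeometric test, Benjamini-Hochberg over 34 tests). The proteasome list stands for apoptosis, since the genes that the paper names there encode proteasome subunits. Of all tested genes, 16.4% were down-regulated and 13.0% up-regulated. Fatty acid and triacylglycerol metabolism had 30 of 71 genes down-regulated (42.3%, adjusted p = 6.76e-06), pyruvate metabolism and the TCA cycle 15 of 36 (41.7%, adjusted p = 0.00465) and complex I 16 of 42 (38.1%, adjusted p = 0.00656). Gluconeogenesis had 9 of 20 (45.0%, adjusted p = 0.021) and the proteasome 15 of 44 (34.1%, adjusted p = 0.0211). No list was over-represented among the up-regulated genes. The lists of mitochondrial ribosomal proteins (4 of 69 genes down-regulated), cuticle proteins (16 of 112 down-regulated, 8 up-regulated) and ecdysone response genes (5 of 27 down-regulated, 4 up-regulated), which the paper does not name, were not over-represented in either direction. Of the mitochondrial ribosomal protein genes, however, 60 of 69 were below 0 (median log2 fold change -0.26), and camera with its preset correlation called the list down-regulated (adjusted p = 0.000436), while fry did not (adjusted p = 0.142). Adjusted over the list alone, 48 of the 65 proteasome probes passed, against 19 adjusted over all probes; for complex I these counts were 33 and 25 of 67 probes, and for fatty acid and triacylglycerol metabolism 57 and 50 of 110. The genes of a list are not independent replicates. The count of over-represented lists moved most with a log2 fold change of at least 1 required as well, to 0. With 1 array left out, the call was lost in 7 of 8 fits for the proteasome, in 6 for complex I, in 3 for gluconeogenesis, in 1 for pyruvate metabolism and the TCA cycle and in 0 for fatty acid and triacylglycerol metabolism, and without control replicate 1 only 1 list was over-represented. Fry, which allows for correlation between probes, tests a list against no change rather than against the other genes. It called 14 of the 17 lists, which is no measure of over-representation. Camera with its preset correlation called 12, and with the correlation estimated from the arrays it called 0, with a lowest adjusted p of 0.424.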

We observed that biological pathways overrepresented in the down-regulated component of the expression signature included pyruvate metabolism and the citric acid cycle (TCA) (*e.g. Knockdown*, *kdn*; *Basigin*, *bsg*; *Succinate dehydrogenase A*, *SdhA*; *Aconitase*, *Acon*; *Succinate dehydrogenase C*, *SdhC*); respiratory electron transport (*e.g. mitochondrial NADH-ubiquinone oxidoreductase chain 3*, *ND3*; *NADH:ubiquinone reductase 75kD subunit precursor*, *ND75*; *Electron transfer flavoprotein-ubiquinone oxidoreductase*, *Etf-QO*; *walrus*, *wal*; *NADH:ubiquinone reductase 42kD subunit precursor*, *ND42*); gluconeogenesis (*e.g. Glutamate oxaloacetate transaminase 2*, *Got2*; *fructose-1,6-bisphosphatase*, *fbp*; *Phosphoglucose isomerase*, *Pgi*; *Aldolase*, *Ald*; *Triose phosphate isomerase*, *Tpi*); fatty acid and triacylglycerol metabolism (*e.g. Ultraspiracle*, *usp*; *Glycerol 3 phosphate dehydrogenase*, *Gpdh*; *Malic enzyme*, *Men*; *Arginine methyltransferase 4*, *Art4*; *Acyl-Coenzyme A oxidase at 57D proximal*, *Acox57D-p*); mitochondrial protein import (*e.g. frataxin homolog*, *fh*; *Heat shock protein 60*, *Hsp60*; *black pearl*, *blp*; *Heat shock protein cognate 5*, *Hsc70–5*); and apoptosis (*e.g. Regulatory particle triple-A ATPase 4*, *Rpt4*; *Regulatory particle non-ATPase 11*, *Rpn11*; *Proteasome* α*7 subunit*, *Prosalpha7*; *Regulatory particle non-ATPase 8*, *Mov34*; *Regulatory particle triple-A ATPase 6-related*, *Rpt6R*) (Fig. 8). In contrast, the up-regulated components showed an overrepresentation of the biological pathways involved in protein synthesis such as translation initiation, elongation, and termination.

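Of the 29 genes named for these pathways, the brightest probe of each was used, and 28 had a log2 fold change below 0. For 11 of the 29 the decrease passed an adjusted p of 0.05 in limma over all tested probes. Of the 18 that did not pass, 9 have another, dimmer probe that was down-regulated. The list tests follow another rule and count a gene on any down-regulated probe, if none was up-regulated. Adjusted over the list alone, 24 of the 29 passed; since the study chose these genes on the same arrays, that count is not independent evidence. In the TCA cycle, SdhA had a log2 signal of 14.55 ± 0.07 (SD, n = 4) in controls and 14.12 ± 0.12 (SD, n = 4) in Surf1 KD larvae, a log2 fold change of -0.42 (adjusted p = 0.0257 from limma). Acon (-0.37) and SdhC (-0.46) also passed, whereas kdn (-0.43, adjusted p = 0.0785) did not. Bsg had a log2 fold change of 0.09 (adjusted p = 0.601 from limma), and its 7 tested probes lay between -0.05 and 0.31. In respiratory electron transport, Etf-QO fell by 0.71 on the log2 scale (standard error 0.16, adjusted p = 0.0188), and ND42 (-0.64), ND3 (-0.44), wal (-0.32) and ND75 (-0.23) did not pass. In gluconeogenesis, Got2 (-0.31) and Pgi (-0.71) passed, and fbp (-0.20), Ald (-0.36) and Tpi (-0.36) did not. The probes of Ald differed from each other, from -1.83 to -0.36. In fatty acid and triacylglycerol metabolism, Art4 (-0.60, adjusted p = 0.00731), Gpdh (-0.44), Men (-0.46) and Acox57D-p (-0.36) passed and usp (-0.44, adjusted p = 0.055) did not. Of the import genes, blp (-0.48, adjusted p = 0.0303) passed, and fh, Hsp60 and Hsc70-5 did not. None of the 5 proteasome genes passed with its brightest probe, with log2 fold changes from -0.61 in Rpt4 to -0.25 in Rpt6R. Rpt4, Rpn11, Prosalpha7 and Rpt6R each have another probe that was down-regulated. With scaling to the 75th percentile in place of quantile normalization, 22 of the 29 genes were down-regulated. With each array left out in turn the number was between 1 (without control replicate 3 or 4) and 19 (without Surf1 KD replicate 4).

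**Figure D2:**
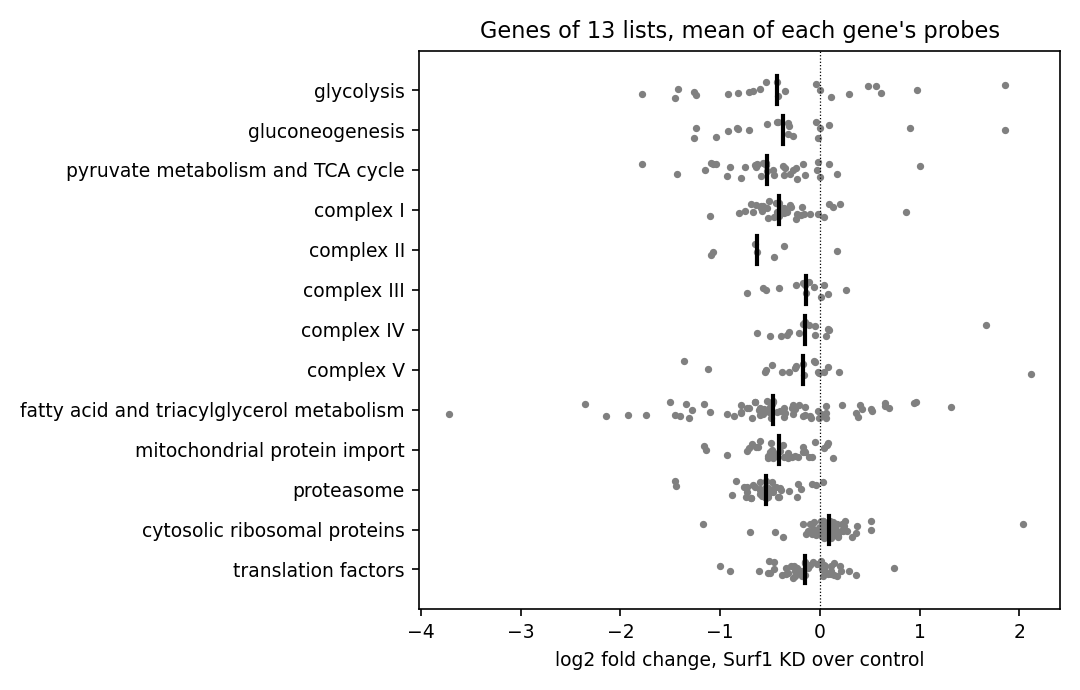
Log2 fold change between Surf1 KD and control larvae (horizontal axis) of the genes in 13 lists. Each gray point is a gene (mean of its probes) and each black line is the median of a list. The median is -0.53 for pyruvate metabolism and the TCA cycle, -0.54 for the proteasome and 0.09 for cytosolic ribosomal proteins, the last of which is -0.03 under scaling to the 75th percentile.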

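Of 92 genes of cytosolic ribosomal proteins, 3 were up-regulated and 3 down-regulated in the fit on log2 values. The share of 3.26% up-regulated was below the 13.0% of all genes. The median log2 fold change of the list was 0.09, with 77 of the 92 genes above 0, and it was -0.03 under scaling to the 75th percentile. RpL37a had the largest increase, with a log2 signal of 7.50 ± 0.33 (SD, n = 4) in controls and 9.54 ± 0.34 (SD, n = 4) in Surf1 KD larvae (log2 fold change 2.04, adjusted p = 0.00241 from limma). Among 49 genes of translation initiation, elongation and termination factors, 1 was up-regulated and 6 were down-regulated, and the median log2 fold change was -0.15. The up-regulated gene was eIF6 (log2 fold change 0.74, adjusted p = 0.0154 from limma), which 1 probe represents. Tested over all probes of a list, the ribosomal proteins were called up-regulated by camera with its preset correlation (adjusted p = 0.00334) and by fry (adjusted p = 0.00141), and not by camera with the correlation estimated from the arrays (adjusted p = 0.424). For the translation factors, fry gave a decrease (adjusted p = 0.0377). With limma run on the normalized values before the log2 step, a setting chosen after the values had been seen, 34 of the 92 ribosomal protein genes were up-regulated (adjusted p = 2.21e-09, one-sided hypergeometric test) and 5 of the 49 translation factors.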

**FIGURE 8.**
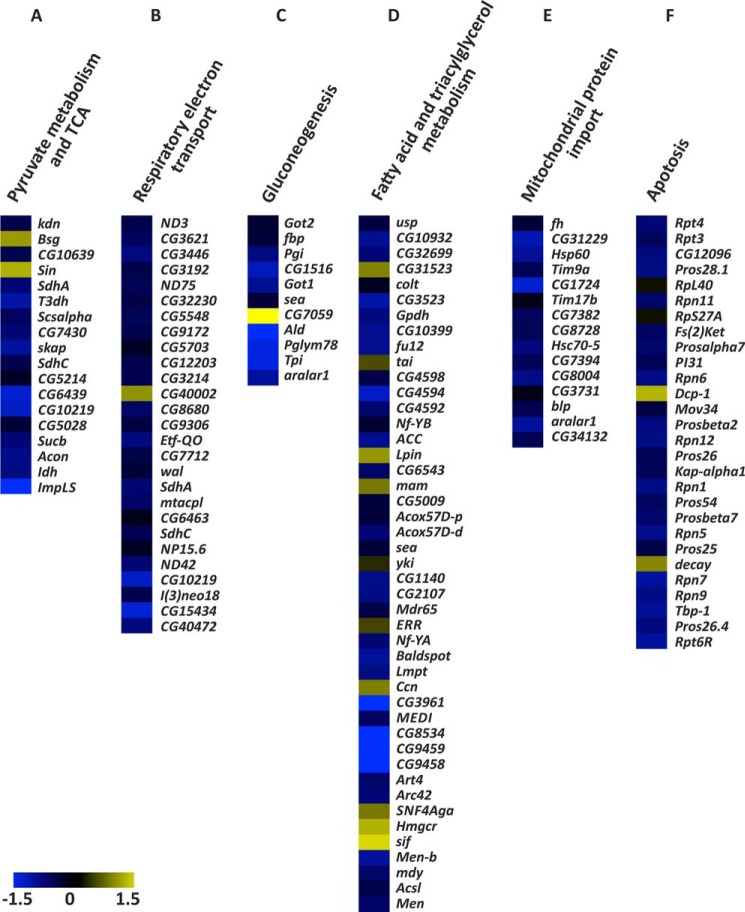
**Altered gene pathways in *Surf1* KD first larva instar.** Heat map representing a selection of deregulated transcripts, provided by Reactome tool, in *Surf1 Act-Gal4* KD (IR) *versus* control (*CTR*) samples involved in *A*) pyruvate metabolism and citric acid cycle (18 transcripts), *B*) respiratory electron transport (27 transcripts), *C*) gluconeogenesis (11 transcripts), *D*) fatty acid and triacylglycerol metabolism (45 transcripts), *F*) apoptosis (28 transcripts), and *E*) mitochondrial protein import (15 transcripts). A color-coded scale for the normalized expression values is used: *yellow* and *blue* represent high and low expression levels in *Surf1 Act-Gal4* KD compared with controls, respectively. The expression level of each transcript was calculated as the Log2 (IR */* CTR), and the complete list of differentially expressed genes identified by LIMMA algorithm is provided in the Supplementary Information (supplemental Table S1).

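The 144 transcripts of Fig. 8 were read from the picture and looked up by gene, with the brightest probe of each, for a description without a test. Since 5 of them appear in 2 panels, they are 139 different probes. On the arrays analysed here, 119 of the 139 had a log2 fold change below 0 and 20 above 0. The fit called 65 down-regulated, 12 up-regulated and 62 neither. By panel, 15 of 18 transcripts were lower in pyruvate metabolism and the citric acid cycle (median log2 fold change -0.43), 26 of 27 in respiratory electron transport (-0.41) and 10 of 11 in gluconeogenesis (-0.36). In fatty acid and triacylglycerol metabolism 34 of 45 were lower (-0.46), in mitochondrial protein import 15 of 15 (median -0.48) and in apoptosis 24 of 28 (median -0.47). The lowest was CG8534 with -3.72 and the highest CG7059 with 1.87. Under scaling to the 75th percentile, 123 of the 139 were lower.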

## DISCUSSION

LS^COX^ is a progressive infantile mitochondrial encephalopathy (20, 31, 32) most frequently caused by mutations in *SURF1,* a nuclear gene encoding a protein located in the inner membrane (18, 19). This fatal neurological disorder usually leads to death within the first decade of life (31). The biochemical hallmark of LS^COX^ patients with mutations in *SURF1* is a marked decrease in the activity of COX (33), the terminal enzyme of the MRC, whose proper assembly requires a number of accessory factors including the SURF1 protein (21). The absence, or malfunctioning, of SURF1 determines the accumulation of COX assembly intermediates and a drastic reduction in the amount of fully assembled enzyme both in yeast and humans (18, 32). Mice with genetic inactivation of the *Surf1* gene showed a mild decrease in COX activity and lower body mass, yet failed to show neurodegeneration at any age, and displayed markedly prolonged lifespan (22, 60). Thus, an animal model of SURF1 deficiency mimicking the severe human disease is missing; and the present work fills this gap by providing an adult fly with the biochemical hallmark of the human disease and a neurological phenotype amenable to further study.

To establish an animal model of LS^COX^ it was necessary to ubiquitously silence the *Surf1* gene in adult *D. melanogaster* because we show that ubiquitous or mesodermal-selective *Surf1* KD in larvae causes a severe phenotype leading to larval lethality. As in the case of ubiquitous silencing, *Surf1* muscle-specific KD was lethal, albeit development progressed to slightly later stages. This can probably be ascribed to the cardinal role played by contractile movements during the progression through pupal development (for example during head eversion). Defective development of muscle was observed in *Surf1 how^24B^Gal4* KD pupae, which showed GFP-negative (*i.e.* without muscle tissue) body regions, although some larval muscles appear to be more affected than others (see *e.g.* the lateral transverse muscle attachment sites, Fig. 3*A*). Larval body wall preparations allowed a detailed study of mitochondrial morphology, revealing closely stacked mitochondria in a costameric arrangement on either side of the muscle Z-lines. Besides the ultrastructural alterations of mitochondria of *Surf1 how^24B^Gal4* KD larvae the “coffee-bean” nuclei suggest initiation of karyorexis, an early sign of apoptosis.

When measured in the larvae, whole-body and muscle-specific *Surf1* KD unexpectedly affected the activity of all MRC complexes and F-ATP synthase. If the function of *Surf1* is related exclusively to its role as a chaperone in the assembly of COX, the KD of *Surf1* would not be expected to have direct effects on the activity of other complexes. Yet, as noted previously (61), lack of *Surf1* can lead to a variety of phenotypes in both yeast (62, 63) and mouse models (22); together with the present findings on *Drosophila* larvae it appears possible that *Surf1* may play a more general role in organization of the OXPHOS complexes, particularly at early developmental stages. Indeed, pan-neuronal silencing (which permits the development to adulthood) of *Surf1* in adults and silencing in S2R^+^ cells yielded a COX-restricted defect even in *Drosophila*. This might be suggestive of a different involvement of the OXPHOS throughout *Drosophila* development, in particular before and after the metamorphosis (64).

Detailed analysis of the transcriptome profile following *Surf1* ubiquitous silencing clearly demonstrated a strong down-regulation of energy-conserving pathways. Specifically, enzymes of glycolysis, tricarboxylic acid cycle, and oxidative phosphorylation were strongly down-regulated, suggesting an overall impairment in energy conservation. This results paralleled the *in situ* results since both *Surf1* (*how^24B^Gal4*) and (*Act-Gal4*) KD larvae showed (i) loss of MRC activity, (ii) defects in Ca^2+^ uptake rates, which may lead to disorders in Ca^2+^ homeostasis and contractility, and (iii) altered mitochondrial morphology suggesting mitochondrial dysfunction. This condition could be worsened by decreased biogenesis, as suggested by down-regulation of the mitochondrial protein import machinery observed in gene expression profile of KD larvae.

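For glycolysis, 8 of 23 genes were down-regulated (34.8%) and 1 up-regulated, with a median log2 fold change of -0.43 (one-sided hypergeometric test over all lists, adjusted p = 0.12). Its largest decrease was in Pfk, of whose 3 probes 2 passed (-1.97 and -1.38), and its largest increase was in CG7059. Of the complexes of the respiratory chain, complex II had 4 of 7 genes down-regulated (adjusted p = 0.0934 from the same test) and a median of -0.63. Complex III had 3 of 14 (median -0.14), complex IV 2 of 15 (median -0.15), complex IV assembly 3 of 12 including Surf1 (median -0.37) and complex V 2 of 19 (median -0.17), none of them over-represented. SdhD fell by 1.09 on the log2 scale (standard error 0.13, adjusted p = 0.00277 from limma). The subunits of cytochrome c oxidase encoded in mitochondrial DNA were not differentially expressed, with log2 fold changes of 0.09 for COX1, 0.06 for COX2 and 0.09 for COX3 (adjusted p = 0.54, 0.683 and 0.606 from limma), all below 0 under scaling to the 75th percentile. Of the nuclear subunits, COX7C (-0.42, adjusted p = 0.0409) and 1 of 3 probes of cype (-0.66, adjusted p = 0.00737) were down-regulated and COX6AL, a dim probe that was well above background on 3 of the 4 control arrays, was up-regulated (adjusted p = 0.0223). Tested over all probes, fry called glycolysis (adjusted p = 0.0168) and complexes II (0.00389), III (0.00469), IV (0.0116) and V (0.0482) down-regulated. Since fry does not compare a list with other genes, these calls do not show over-representation. Complex V had 10.5% of its genes down-regulated, against 16.4% of all genes. Complex IV assembly, with 11 of 12 genes below 0, was called down-regulated by fry (adjusted p = 0.00389) and by camera with its preset correlation (adjusted p = 0.000167). Without control replicate 4, complex I had an adjusted p of 0.785 in the hypergeometric test. Larval stage and knockdown cannot be told apart for these genes, so that a difference in stage could contribute to their lower expression. From the down-regulation of these enzymes, the paper proposes an overall impairment of energy conservation, and it sets this beside the loss of MRC activity in larvae of this genotype, measured at the 3rd instar, and of the how24B-Gal4 KD.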

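The list of mitochondrial protein import held 38 genes with a tested probe, of which 11 were down-regulated (28.9%) and 0 up-regulated. Their median log2 fold change was -0.41, and 34 of the 38 were below 0. The share was not over-represented after adjustment (one-sided hypergeometric test, exact p = 0.0367, adjusted p = 0.156). Under scaling to the 75th percentile, 15 of the 38 were down-regulated and the list was over-represented (adjusted p = 0.00744). Over all its probes the list was called down-regulated by camera with its preset correlation (adjusted p = 1.07e-05) and by fry (adjusted p = 0.00389), and not by camera with an estimated correlation (adjusted p = 0.424). The largest increase in the list was in Tim10 (0.13, adjusted p = 0.639 from limma), which was -0.03 without control replicate 4.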

In conclusion, we have characterized an LS^COX^ model in *D. melanogaster*. Our findings strongly suggest that *Surf1* is essential for COX assembly and activity, hence mitochondrial function in *Drosophila*. It is encouraging that the lethal effects of ubiquitous *Surf1* KD in *Drosophila* could be rescued by the concomitant expression of *Ciona intestinalis* alternative oxidase under the control of an inducible promoter (61). Thus, *Drosophila* LS^COX^ offers a new tool to clarify the pathogenesis and potential therapy of Leigh syndrome.

## Supplementary Material

Supplemental Data

# Supplementary material for: Leigh Syndrome in Drosophila melanogaster: MORPHOLOGICAL AND BIOCHEMICAL CHARACTERIZATION OF Surf1 POST-TRANSCRIPTIONAL SILENCING
**Source:** J Biol Chem. 2014 Aug 27;289(42):29235–46. doi: 10.1074/jbc.M114.602938
**Supplement:** Supplemental Data

Leigh Syndrome in Drosophila melanogaster: Morphological and Biochemical Characterization of Surf1 Post-transcriptional Silencing — Leigh Syndrome in Drosophila melanogaster — Post-transcriptional Silencing of the COX Assembly Factor SURF1 — Supplemental Data 

# Leigh Syndrome in *Drosophila melanogaster*

## Supplemental Data

**Files in this Data Supplement:**

- Supplemental Table 1 (.pdf, 1.2 MB) - List of differentially expressed genes following Surf1 Ubiquitous KD. Different gene expression between Surf1 Act-Gal4 KD (IR) vs. control (CTR) 1st instar larvae was detected by LIMMA two class analysis (p-value &#x26;lt;0.05). The expression level of each transcript was calculated as the Log2 [expression value]. calculated as the Log2 [expression value].

# Supplementary material for: Leigh Syndrome in Drosophila melanogaster: MORPHOLOGICAL AND BIOCHEMICAL CHARACTERIZATION OF Surf1 POST-TRANSCRIPTIONAL SILENCING
**Source:** J Biol Chem. 2014 Aug 27;289(42):29235–46. doi: 10.1074/jbc.M114.602938
**Supplement:** Supplemental Data

**TABLE S1.** List of differentially expressed genes following Surf1 ubiquitous KD. Different gene expression between Surf1 Act-Gal4 KD (IR) vs. control (CTR) 1st instar larvae was detected by LIMMA two class analysis (p-value <0.05). The expression level of each transcript was calculated as the Log2 [expression value].

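Table S1 gives, for each probe, a log2 value on each of the 8 arrays and the log2 ratio of Surf1 KD to control. Its 5020 lines carry 3820 different gene symbols, so that a gene can have several lines. For 100% of them the values lay within 0.006 of log2 of the matrix that the authors deposited. In the limma fit on log2 values made here, 4080 of the 5020 probes (81.3%) passed an adjusted p of 0.05 in the direction of the table and 940 did not pass. A further 1811 probes passed that the table does not list. None of the 5020 had the opposite direction, and 26 had it under scaling to the 75th percentile. The number moved most without control replicate 3, to 2361 of the 5020 probes.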

How the deposited data were processed for this re-analysis (not part of the article)

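Whole-body RNA of 4 control and 4 Surf1 Act-Gal4 KD samples of 1st instar larvae was compared on 8 single-color (Cy3) arrays, with 1 sample per array. Per the paper, 800 ng of RNA was labeled and 1.65 µg of cRNA was hybridized for 17 h at 65 °C. The paper's array methods give no number of larvae per sample, while its RNA isolation methods and the deposited sample records give about 10. The paper and the sample labels state 1st instar, while the description that the authors deposited with the series also mentions larvae of the third stage; the samples were taken as 1st instar. All arrays lay on 1 slide that was scanned once, with the control arrays in row 1 and the Surf1 KD arrays in row 2.

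The authors deposited the spot intensities of each array as extracted by the Agilent software, which subtracts the background and corrects for trends over the slide. They also deposited a matrix of intensity values on the linear scale, which per the paper's methods were quantile-normalized, set to missing where a spot was not positive and above the local background, and averaged over the spots of a probe. The log2 values in Table S1 are those of this deposited matrix. The flags of each spot (above background, well above background, saturated, outlier) come from the same extraction by the authors.

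The background-corrected intensities of all non-control spots were quantile-normalized between the arrays. Spots not positive and above the local background were set to missing, the spots of each probe were averaged, and the mean was taken to log2. Probes missing on more than 50% of the arrays were left out, which left 24870 of 32162 probes. The paper's text does not name the column that the authors normalized. The processed signal was taken, and the result was checked against the deposited matrix. Every probe was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, 2 groups, no covariate), with Benjamini-Hochberg adjustment and a threshold of 0.05. The other steps used Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, and the figures used matplotlib 3.10.9. The fit was tested on simulated data made from the arrays, with 200 changed probes among 21290. It recovered 78% of changes of 2 and 46% of changes of 1 on the log2 scale, and 8 of the calls (6.06%) were false. Far fewer probes were changed there than the 5891 called on the arrays, and the noise was independent between probes. These rates therefore need not hold for the arrays, and changes smaller than 1 were not simulated.

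Genes were taken from a gene table of a later genome release than the dm3 positions on the array, through transcript identifiers and symbols. Without a match there, a gene name in the array files was used. The 17 gene lists were written by hand: glycolysis, gluconeogenesis, pyruvate metabolism and the TCA cycle, complexes I to V, complex IV assembly, fatty acid and triacylglycerol metabolism, mitochondrial protein import, the proteasome, cytosolic ribosomal proteins, translation factors, mitochondrial ribosomal proteins, cuticle proteins and ecdysone response. A list was tested in each direction with a one-sided hypergeometric test over the genes with a tested probe, and also with camera (preset correlation 0.01, and estimated) and fry. The genes named in the text are Surf1, every gene that the paper names, the brightest probe of each being used, the 5 largest changes in each direction among probes well above background on all arrays whose groups do not overlap, the extremes of each list, and the subunits of complex IV. Genes outside this rule belong to 4 further lists. The third-instar genes were chosen after their values were seen, and the antimicrobial peptide and recognition genes after some of the peptide genes had been seen, whereas the spermatocyte and eye disc genes were listed before theirs were.

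The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, the deposited matrix, other filters, limma with trend and robust settings, the replicate number as a block, each array left out in turn, other thresholds, an ordinary test per probe, genes in place of probes, lists without the genes that the paper names, and, chosen later, outlier flags left out, the linear scale and lists without misplaced members. Control spots were left out of all tests. Fig. 8 was read by eye for a tally without a test.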

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

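The tests of whether arrays were swapped, of second probes, and both tests on antimicrobial peptide genes were chosen only after the result was seen, as were the scalings of the third-instar list and the counts of other splits for the probe totals; the test of w and the split count for the lists were not.

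Antimicrobial peptide genes, which the paper does not discuss, were higher in Surf1 KD larvae. The list was made after Dpt, Drs, DptB and CecA1 had been seen. Of 14 genes listed, 12 were tested and 12 were up-regulated, with log2 fold changes from 3.54 to 8.41. The range was 3.58 to 8.37 under scaling to the 75th percentile and 3.00 to 7.33 under normexp, with 12 of 12 up-regulated in each. The 4 recognition genes tested (PGRP-SB1, PGRP-SD, PGRP-LB and PGRP-LF) were also up-regulated. Probes of 1 gene cluster or of shared sequence are argued against, because 6 of the 7 peptide families had an up-regulated gene. Infected larvae in 1 Surf1 KD extract are argued against as well, since 4 of 4 Surf1 KD arrays lay above every control array for most of these genes. An immune response of the knockdown itself may account for it, and so may microbes in all Surf1 KD cultures, which was not tested. The slide row, the rearing of the groups and their strain background cannot be told apart from genotype, because 0 rows hold both groups.

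Genes of the fat body and salivary glands of third-instar larvae were lower in Surf1 KD larvae. The list was written after the values of all but Fbp1 had been seen. All 13 tested genes had a log2 fold change below 0, with a median of -7.94 (-7.82 with the 6 genes that allow only a bound placed at it), and 8 were down-regulated, among them Sgs5bis, which was measured on 1 Surf1 KD array. These counts describe genes chosen for being low and are no test. The paper and the sample labels state 1st instar for both groups, whereas the description deposited with the series also mentions the third stage. The explanations tested are weighed with the other observations.

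Both probes of w were without a signal above the local background on all control arrays and were measured on all 4 Surf1 KD arrays. The brighter probe was at least 10.2-fold higher in Surf1 KD larvae and the other, well above background on 1 array, at least 2.36-fold. The mini-white marker of the transgenes that Surf1 KD larvae carry may explain this, and the test could have come out the other way. No biological explanation was tested.

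In 110 groups of 4 arrays, an array lay far from the other 3 in 8 of them by Dixon's ratio, above its 95% critical value. Chance gives about 1 in 20, or 5.5. The maximum spot signal of Surf1 KD replicate 4 (ratio 0.937) and the local background of Surf1 KD replicate 3 (ratio 1.00, 57.0 against 55.0) are measures of the array. The list means were those of pyruvate metabolism and the TCA cycle on control replicate 1 (ratio 0.871, 11.21 against 11.46 to 11.50), of complex I on Surf1 KD replicate 2 (ratio 0.872, 12.08 against 12.36 to 12.40) and of translation factors on control replicate 1 (ratio 0.856). Among genes these were wal on control replicate 1 (ratio 0.983), fbp on Surf1 KD replicate 1 (ratio 0.875) and Acox57D-p on control replicate 3 (ratio 0.894). Control replicate 1 holds 3 of the 8. No biological explanation was tested for these arrays.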

How the results depend on the processing

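The tests on the linear scale, with outlier flags left out and on lists without misplaced members were chosen only after the result was seen; the other alternatives were chosen before the data were examined. Where a result changed, the cause was not tested.

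With the replicate number as a block, 3487 probes were differentially expressed, 1597 of them lower in Surf1 KD larvae, and 3 lists were called, without complex I (adjusted p = 0.638) and the proteasome (adjusted p = 1). The numbers do not pair the arrays: deviations of same-numbered arrays had correlations of -0.463, 0.309, 0.141 and -0.332 (across probes). At an unadjusted p under 0.05, 9491 probes passed (4314 higher, 5177 lower). With a log2 fold change of at least 1 as well as an adjusted p under 0.05, 2491 passed (1469 higher, 1022 lower), and 0 lists: gluconeogenesis had an adjusted p of 0.115, pyruvate metabolism and the TCA cycle 0.0773, complex I 1, fatty acid and triacylglycerol metabolism 0.0526 and the proteasome 1. At an adjusted p under 0.01, 1700 probes passed (909 higher, 791 lower). With genes in place of probes, 3309 genes passed (1379 higher, 1930 lower).

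Without the genes that the paper names, 3 lists were called, and gluconeogenesis (adjusted p = 0.571) and the proteasome (0.372) were not. Camera with its preset correlation called 12 lists and fry 14. The adjusted p was 0.00536 with camera and 0.0168 with fry for glycolysis, 0.003 and 0.00389 for complex II, 0.0435 and 0.00469 for complex III, 1.07e-05 and 0.00389 for mitochondrial protein import, and 0.00334 and 0.00141 for cytosolic ribosomal proteins (higher). Fry alone called complex IV (0.0116) and complex V (0.0482). Complex II was called with the filter for spots well above background (adjusted p = 0.0456) and with probes measured on all 8 arrays (0.0377). Mitochondrial protein import was called with scaling to the 75th percentile (adjusted p = 0.00744), normexp (0.025), the deposited matrix (0.0404), no filter (0.0165), no value set to missing (0.0457) and the linear scale (0.0245). On the linear scale the ribosomal proteins were called higher (adjusted p = 2.21e-09), and with outlier flags left out the proteasome was not called (0.0546). On that scale 39.8% of 5457 calls were higher, against 47.1% of 5891.

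With each array left out in turn, the number of differentially expressed probes was 3163 to 7036 (1543 to 3266 higher, 1620 to 3770 lower). The log2 fold change of Surf1 was -2.48 to -2.16. Between 1 and 6 lists were called, and the adjusted p was 0.0462 to 1 for glycolysis, 1.76e-05 to 0.0902 for gluconeogenesis, 0.00305 to 0.0902 for pyruvate metabolism and the TCA cycle, 2.08e-05 to 0.785 for complex I and 1.44e-12 to 1 for the proteasome, the lowest in each case without Surf1 KD replicate 4. The call was lost in 7 of these 8 fits for the proteasome, in 6 for complex I, in 3 for gluconeogenesis and in 1 for pyruvate metabolism and the TCA cycle. Fatty acid and triacylglycerol metabolism (1.49e-05 to 0.039) passed without any 1 array. Of the Table S1 probes, 2361 to 4181 were called, and of the named genes 24 to 47, against 37 with all arrays.

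The sign of some named genes reversed. With scaling to the 75th percentile the log2 fold change was -0.006 for Bsg, -0.191 for Prosbeta2R1, -0.004 for RpL32, -0.007 for COX1, -0.042 for COX2, -0.017 for COX3 and -0.104 for COX4. SdhAL was -0.005 with the deposited matrix, -0.52 without a filter and with no value set to missing, -0.56 with the block and -0.01 to 0.442 with each array left out. COX7AL2, 0.62 with all values as described, was -0.13 without a filter and with no value set to missing. Tim10 was -0.027 with outlier flags left out, and -0.027 to 0.245 with each array left out. Prosbeta2R1 was -0.061 with normexp, -0.12 without a filter and with no value set to missing, -0.27 with the block, and with each array left out -0.233 (without control replicate 2) to 0.24, below 0 also without Surf1 KD replicate 1 or 4. Cpr76Bd, measured on 2 arrays of each group, was -6.38 with all arrays and -13.322 (without control replicate 4) to 0.571 (without control replicate 1). Eig71Ee, chosen after its values were seen and measured on 1 Surf1 KD array, was -7.42, and 1.64 with the block. Over the genes named by the rule set beforehand, which leaves out genes chosen after their values were seen such as Eig71Ee, and over the alternatives that refit each probe, except the linear scale, 1350 results were the same, 99 weaker, 83 stronger and 24 reversed. For the other lists, 521 were the same and 4 stronger. An alternative by slide was not run because there is 1 slide, and 1 for saturated spots was not run because no spot was saturated.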

Differences from the paper's values

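The tests on the linear scale were chosen only after the result was seen; the other alternatives were set before the data were examined.

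The paper gives 30814 duplicate and 1348 single probes, whereas the arrays hold 18255 probes with more than 1 spot and 13907 with 1. With 2 spots for each of the paper's duplicate probes and 1 for each single probe, its numbers give 62976 spots, the number on the array. No alternative bears on this count.

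The paper states that kdn, ND3, ND75, wal, ND42, fbp, Ald, Tpi, usp, fh, Hsp60, Hsc70-5, Rpt4, Rpn11, Prosalpha7, Mov34, Rpt6R and Bsg belong to down-regulated pathways. Of the 29 genes it names, 28 were below 0 here and 11 were called lower with the brightest probe, so that these 18 were not called. Of the 18, 9 have another probe that was called lower. Scaling to the 75th percentile called kdn, ND3, ND75, wal, ND42, Hsp60, Hsc70-5, Rpt4, Rpn11, Prosalpha7 and Mov34. Normexp called kdn, ND3, ND42, Tpi, usp, fh, Hsc70-5, Rpt4, Rpn11, Prosalpha7 and Mov34. With no filter, ND3, wal, Tpi, usp, Hsc70-5 and Mov34 were called. The filter for spots well above background called ND3, ND42, usp, Hsc70-5, Rpt4, Rpn11, Prosalpha7 and Mov34, and probes measured on all 8 arrays called ND3, ND42, usp, Hsc70-5, Rpt4 and Rpn11. With no value set to missing Rpn11 was called. Limma with trend and robust settings called ND3, wal, ND42, Tpi, usp, Hsc70-5, Rpt4, Rpn11, Prosalpha7 and Mov34. Without Surf1 KD replicate 4, ND3, ND42, Tpi, usp, fh, Rpt4, Rpn11, Prosalpha7 and Mov34 were called, and without control replicate 1, usp. On the linear scale, chosen after the values were seen, ND3, wal, ND42, Tpi, usp, fh, Rpn11 and Mov34 were called. No setting that was run called Bsg, fbp, Ald or Rpt6R with its brightest probe.

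The paper lists Bsg among down-regulated genes. Its brightest probe had a log2 fold change of 0.09 here, and -0.01 under scaling to the 75th percentile. Table S1 gives that symbol to a probe with the paper's value of 0.90, which was 0.91 here.

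The paper states that mitochondrial protein import was over-represented among down-regulated genes, and here its adjusted p was 0.156. It was called with scaling to the 75th percentile, normexp, the deposited matrix, no filter, no value set to missing, camera with its preset correlation, fry and, chosen after the values were seen, the linear scale. The paper states that glycolysis and oxidative phosphorylation were strongly down-regulated. Glycolysis had an adjusted p of 0.12 and was called without Surf1 KD replicate 4, by camera with its preset correlation and by fry. Complex II was called with the filter for spots well above background and with probes measured on all 8 arrays. It was also called by camera with its preset correlation and by fry, as was complex III. Complexes IV and V were called by fry, which does not compare a list with other genes. Camera with the correlation estimated from the arrays called none of these lists.

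The paper states that protein synthesis was over-represented among up-regulated genes. Here 3 of 92 cytosolic ribosomal protein genes and 1 of 49 translation factors were up-regulated. The ribosomal list was called higher by camera with its preset correlation, by fry and on the linear scale. That scale was chosen after the values were seen. Camera with the correlation estimated from the arrays did not call the list (adjusted p = 0.424). No setting that was run called the translation factors higher.

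Table S1 lists 5020 probes, of which 940 were not called here. The linear scale, chosen after the values were seen, called 4803 of them, normexp 4766, the deposited matrix 4127 and scaling to the 75th percentile 4135. Among the complex IV subunits and the reference genes, Table S1 lists the brightest probes of Act5C (the paper's 0.16), RpL32 (the paper's 0.09), COX8 and cype, which were not called here. The linear scale, chosen after the values were seen, called all 4. COX8 and cype were also called with scaling to the 75th percentile, normexp, trend and robust settings and without Surf1 KD replicate 4, and cype also with no filter, the filter for spots well above background, probes measured on all 8 arrays and no value set to missing. The 2 Surf1 probes and the other 48 of the 50 probes of named genes in Table S1 had its log2 ratios within 0.009. In total 5891 probes were called here, against the paper's 5020, of which 47.1% were higher, against the paper's 39%. The paper's total lies between the totals of alternatives, and the linear scale, chosen after the values were seen, gave 39.8%.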

Other observations

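The tests of swapped arrays, of the third-instar list under other scalings, of second probes, of the scale behind Table S1, of the energy pathways under other scalings and of larval stage against the energy pathways, and the counts of other splits for the probe totals, were chosen only after the result was seen; the other tests were not.

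Chance is argued against as the source of the difference between the groups, as far as 35 splits allow. Of the 35 splits of the arrays into 4 and 4, 1 gave as many differentially expressed probes as the real split, which is the real split itself, and likewise 1 for the probes higher in Surf1 KD, 1 for those lower and 1 for the number of lists. The largest number of calls in another split was 91, and 29 of the 34 others gave none. The other splits mix both groups, so that any difference between the groups widens their spread and lowers their counts. GC content is argued against as the cause of the difference over many probes, with a Spearman rho of -0.045 between probe GC content and log2 fold change. The slide row cannot be told apart from genotype, because 0 rows hold arrays of both groups.

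The third-instar genes were far lower in Surf1 KD larvae. Lsp2 had a log2 signal of 15.41 to 16.05 on the control arrays and 2.91 to 5.13 on the Surf1 KD arrays, and Lsp1alpha had 13.47 to 15.84 on the control arrays and 2.77 to 3.64 on the 3 Surf1 KD arrays that measured it, none of them well above background. With the brightest probe of each, the 8 salivary gland and Eig71Ee genes had log2 signals of 8.74 to 16.80 on control replicates 2 to 4. The signals were 2.61 to 6.62 on control replicate 1, where Sgs5bis was not measured. They were at most 7.58 on the Surf1 KD arrays, some of which did not measure several of these genes. Only 3 of the 13 genes are in Table S1. Since the 13 genes were chosen for being low, their share of calls was not set against that of all genes. A swap of arrays between the groups is argued against, because 0 Surf1 KD arrays had Surf1 above the lowest control array. The normalization is argued against, since the highest median under any scaling, on unnormalized spots, was -6.47. A single probe that hybridizes to another transcript is argued against, because 2 of 3 genes with more than 1 probe had every probe below -1; Sgs7 was the exception, with a second, dim probe at -0.46 (5.23 to 6.04 on the control arrays). Control larvae further in development than the Surf1 KD larvae stay open. The description that the authors deposited with the series names larvae of the third stage besides the first in its opening sentence, while its next sentence, the sample labels and the paper give 1st instar; which of these holds for the control larvae could not be settled from the arrays. The spermatocyte genes, a list fixed before its values were seen, were called lower no more often than genes at large (p = 0.984, one-sided exact hypergeometric test; 1 of 23), which that explanation had not predicted. Yet 19 of the 23 were below 0, with a median of -0.58 against -0.06 for all probes, a direction that goes with it. The median was -0.55 under scaling to the 75th percentile, -0.25 under normexp and -0.79 to -0.30 with each array left out. Fry, which allows for correlation between probes, did not call the list lower (p = 0.438), so that these genes do not decide. Of the 6 eye disc genes, 2 (gl and sev) were called lower (p = 0.256, one-sided exact hypergeometric test), too few to decide. Slower development of Surf1 KD larvae, another age, or a few older larvae in the control extracts may each be the source, and none was tested.

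The 5 lists called lower after quantile normalization, which include the proteasome, were also called with scaling to the 75th percentile. This argues against quantile normalization as the whole cause of the lower expression of energy pathway genes. The 5 lists were called with normexp as well. That setting changes the background correction and keeps the quantile step, so that it does not test the normalization. A difference in larval stage could contribute to the lower expression of energy pathway genes. Stage and knockdown cannot be told apart for these genes, because 0 control arrays had Lsp2 within the range of the Surf1 KD arrays.

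Table S1 holds probes that the fit on log2 values did not call. With the deposited matrix on the linear scale, the largest unadjusted p among its 5020 probes was 0.0128 with limma, against 0.522 on log2 values, and 4832 were called against 4127. This is consistent with a LIMMA test run before the log2 step. It was arrived at after several other fits had been compared with Table S1, and the linear fit also called 652 probes outside the table and left 188 of its probes uncalled. Why ribosomal protein genes were called higher on the linear scale was not settled. Of the brightest 10% of probes, 36.6% were called on linear values, against 22.0% of all probes; on log2 values the shares were 28.4% and 23.8%, so that bright probes were called more often on both scales, which the explanation as written beforehand did not predict for log2 values. Whether default moderation on linear values favors bright probes cannot be told apart from a real change of these genes, 140 of whose 179 probes are among the brightest 10%.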
